A study of Drosophila melanogaster with 28 samples.

How the data were processed

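Testis tumours of Drosophila melanogaster were profiled by a sequential assay in which an antibody against a GFP-tagged histone H3 directs protein A fused to micrococcal nuclease (MNase) to the chromatin of the tagged cell type. Part of the released chromatin served as input and the rest was immunoprecipitated (IP) for 1 histone mark, per the labels' protocols. The nanos driver gives germline tumours with chromatin like that of germline stem cells, and the traffic jam driver gives cyst tumours with chromatin like that of cyst stem cells. The 28 libraries form 12 groups. H3K4me3 and H3K9me3 have 2 replicates per tumour type and library kind, and H3K27me3 has 3.

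The authors deposited a coverage signal per library in 40-bp windows with a 20-bp step, per the file headers, which name each library and each window. The aligner, read filters, fragment size limits and genome build are not given in the sources used here. The ends of 7 of 7 chromosomes in the file equal those of Release 6 of the genome (BDGP6), whose annotation was therefore used. Every deposited signal value was a whole multiple of 1 step per library (100.0% of values above 0 within a tolerance of 0.01). In 28 of 28 libraries the divisor equalled the median over autosomal 1000-bp bins of the mean window count, so the deposited signal is scaled to an autosomal median of 1. Such scaling removes depth, and it also removes any genome-wide difference in the amount of a mark. Since each fragment falls in overlapping windows, fragments per 20-bp bin were solved from the windows, with 0 negative bins. The recovered fragments on the 7 chromosomes ranged from 942943 in the H3K27me3 IP of germline replicate 1 to 18199704 in the H3K9me3 input of germline replicate 2.

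Fragments were summed for 13968 protein-coding genes. H3K4me3 was measured within 500 bp on each side of the transcription start site, and H3K27me3 and H3K9me3 over the gene body from start to end. The start site was the annotated upstream end of each gene, so other start sites of a gene were not measured. Genes with a mean of 10 or more fragments per library of that mark were tested. The plan named edgeR for counts and limma on log2 values for a scaled signal. Because the deposited values are a scaled signal, the test used was limma (version 3.58.1) with a mean-variance trend on log2(signal + 0.1), in R 4.3.3. edgeR (version 4.0.16) on the recovered fragments was added as an alternative after the data were seen. Log2 differences from limma are on the scale of log2(signal + 0.1) and understate changes at low values. The libraries of 1 mark shared 1 fit. IP minus input was tested per tumour type, with an adjusted p (Benjamini-Hochberg) under 0.05 and a fold over 1.5, and the difference of the IP effects between tumour types (germline minus cyst) was tested with an adjusted p under 0.05. Per-replicate log2 IP/input values add 1 fragment to each count and use the input of the same replicate number.

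Fixed gene lists were tested with fry on the germline minus cyst difference. Single values were compared with exact two-sided permutation tests. With 2 against 2 replicates p cannot go below 0.333, and with 3 against 3 it cannot go below 0.1. The genes named in the text were set before the data were examined: up to 3 per mark and direction with the largest difference among genes past the threshold, without overlap between replicates of the tumour types and with a mean of 20 or more fragments per library, plus vas, nos, tj, zfh1, eya, Ubx and Abd-B for H3K4me3 and H3K27me3, lt and rl for H3K9me3, and upd1, the ligand gene expressed from the transgene. No gene passed the first part for any mark. Main tests, gene lists and alternatives were written before the data were examined, except those that the closing section names as chosen later. The symbol nos was first matched to another gene, Nos, through a shared synonym; this was found in a preliminary run and corrected to nanos. The start-site summary and its windows, the 1000-bp flanks included, were chosen after the data were seen.

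Flow cells are named in the labels. For H3K4me3 each tumour type has its own flow cell, so flow cell and tumour type cannot be told apart. For H3K27me3 germline replicate 3 was on another flow cell than the rest, and all H3K9me3 libraries shared 1.

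The main limma fit compared group means without pairing. Input and IP with the same number come from the same solubilised chromatin, per the labels' protocols. They were paired on that ground in the per-replicate values and in the alternatives with a replicate block. The correlation across genes of their deviations from the group means was 0.05 for H3K4me3 in germline and 0.01 in cyst, -0.14 for H3K9me3 in germline and 0.14 in cyst, and ranged from -0.09 to 0.33 for H3K27me3.

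The models were tested on simulated counts with 200 genes changed by 2 on the log2 scale, drawn with the dispersion of each gene. For the germline minus cyst difference, limma called 92.5% of them among 13687 genes for H3K4me3, 81.5% among 13618 genes for H3K27me3 and 195 of the 200 among 13704 genes for H3K9me3, with 3, 4 and 5 unchanged genes called. Alternatives were TMM scaling over all genes or over the 10% of genes highest in IP, total fragments, no filter, a replicate block, DESeq2 (version 1.42.0), other windows, a 2-fold threshold, a pseudocount of 0.5, a spline of GC content removed from each library, and each replicate left out. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and pyarrow 21.0.0 read the file and ran the permutation tests, and matplotlib 3.10.9 drew the plots. Fragments on rDNA and on 1862 unplaced scaffolds entered the library totals of the alternatives that use them and no gene test.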

Results

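Chromatin from the GFP-tagged cells of testis tumours was profiled for H3K4me3, a mark of active start sites, H3K27me3, a mark of Polycomb repression, and H3K9me3, a mark of heterochromatin. Tumours were made by overexpressing the Unpaired ligand in germline cells (nanos driver) or in cyst cells (traffic jam driver). The 28 libraries comprise 7 germline and 7 cyst preparations, each with an input and an IP. Recovered fragments on the chromosomes ranged from 942943 to 18199704 per library. The comparisons address how the marks differ between cell types and between chromosomes, the subject of the study.

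IP over input around start sites of 11669 genes on chromosomes 2 and 3 was summarised from 40 to 200 bp downstream, relative to flanks 1000 to 1500 bp away. H3K4me3 was enriched by 0.53 ± 0.07 on the log2 scale in germline (SD, n = 2) and by 0.66 ± 0.23 in cyst (SD, n = 2). The germline minus cyst difference of -0.12 was smaller than the spread between replicates (exact permutation p = 0.667). It changed sign to 0.04 without cyst replicate 1. H3K27me3 gave -0.05 ± 0.27 in germline (SD, n = 3) and -0.35 ± 0.03 in cyst (SD, n = 3), with an exact permutation p of 0.1, the smallest possible. Within 1 flow cell, without germline replicate 3, the difference fell from 0.29 to 0.14. H3K9me3 gave -0.08 ± 0.12 in germline (SD, n = 2) and -0.33 ± 0.07 in cyst (SD, n = 2), with an exact permutation p of 0.333, also the smallest possible.

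**Figure D1:**
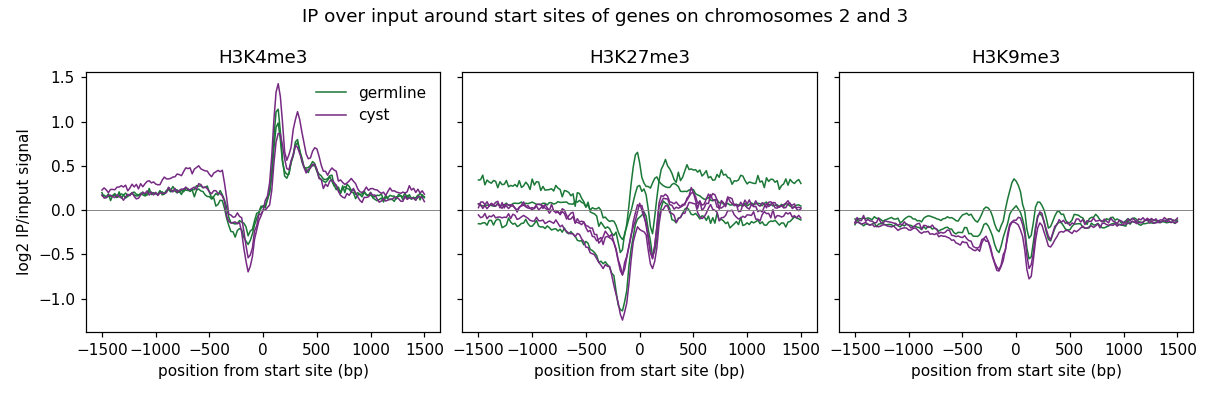
Log2 IP/input signal (vertical axis) against position from the start site in bp (horizontal axis) for H3K4me3, H3K27me3 and H3K9me3, with 1 line per replicate, green for germline and purple for cyst. H3K4me3 rises downstream of the start site in all its replicates. At 120 bp downstream, H3K9me3 is below 0 in all replicates of both tumour types. H3K27me3 is below 0 there in all replicates except germline replicate 3.

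Replicates were compared by Spearman correlation across genes of log2 IP/input, a description in which genes are not replicates. For H3K4me3 at start sites the correlation was 0.67 between germline replicates and 0.68 between cyst replicates, and from 0.55 to 0.65 between tumour types. For H3K27me3 over gene bodies it was from 0.56 to 0.58 within cyst, from 0.33 to 0.48 within germline and from 0.28 to 0.54 between tumour types. For H3K9me3 over gene bodies it was 0.58 within germline, 0.67 within cyst and from 0.35 to 0.61 between tumour types. H3K27me3 germline replicates 1 and 2 each correlated more with a cyst replicate (0.53 with cyst replicate 2 and 0.54 with cyst replicate 1) than with any germline replicate. H3K27me3 germline replicate 3 correlated at 0.40 with germline replicate 1, at 0.33 with germline replicate 2 and at 0.28 to 0.36 with the cyst replicates. With GC content, H3K27me3 over gene bodies correlated at 0.36 to 0.70 in germline and 0.45 to 0.54 in cyst replicates. Part of the agreement between H3K27me3 replicates may therefore come from GC content. H3K9me3 germline replicate 1 correlated more with cyst replicate 2 (0.61) than with germline replicate 2. H3K9me3 germline replicate 2 correlated less with the cyst replicates (0.35 and 0.38) than with germline replicate 1.

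H3K4me3 IP exceeded input at 2843 of 13686 start sites in germline and at 3787 in cyst (limma), of which 2083 were shared. Below input were 618 and 490 start sites. The alternative that moved these counts most was TMM scaling over the 10% of genes highest in IP, which gave 122 in germline and 118 in cyst. That scaling treats those genes as equal on average in IP and input. Enrichment that they share is therefore removed by construction. Without germline replicate 1 the germline count was 607, and without germline replicate 2 it was 836. In cyst, 1368 were called without cyst replicate 1. TMM scaling gave 1422 in germline and 1670 in cyst. No start site differed between tumour types in limma (0 in either direction), with 1343 at an unadjusted p under 0.05. edgeR and DESeq2 also called 0. With the replicate block, 2 start sites were higher in germline (dmGlut and Dyb) and 12 were higher in cyst. Without germline replicate 2, 11 were higher in cyst. These genes were chosen after their values were seen.

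H3K27me3 IP exceeded input at 0 of 13622 gene bodies in germline and at 7 in cyst (limma). At an unadjusted p under 0.05 with the same fold, 1009 and 981 were counted. The cyst count fell to 0 with the replicate block and when any one of germline replicates 2 and 3 or cyst replicates 1, 2 and 3 was left out, and it was 989 without germline replicate 1, the shallowest IP. edgeR called 502 and DESeq2 333 in cyst, and in germline they called 0 and 1 (prd). No gene body differed between tumour types by limma, edgeR or DESeq2 (0 in either direction, 427 at an unadjusted p under 0.05 in limma), or within 1 flow cell, without germline replicate 3.

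H3K9me3 IP exceeded input at 9 of 13705 gene bodies in germline and at 53 in cyst, with 2 shared, and was below input at 256 and 569 (limma). The replicate block gave 0 in germline, and so did leaving out either germline replicate, while cyst gave 0 without cyst replicate 1 and 3 without cyst replicate 2. The 256 below input in germline were 0 with the replicate block and without either germline replicate. The 569 in cyst were 0 without cyst replicate 1 and 9 without cyst replicate 2. No gene body differed between tumour types in limma (0 in either direction, 1616 at an unadjusted p under 0.05). edgeR called 80 higher in germline and 328 higher in cyst, and DESeq2 called 48 and 8. In promoter windows, limma called 298 higher in germline and 1, CG13081, higher in cyst. The 298 fell to 0 when germline replicate 2, cyst replicate 1 or cyst replicate 2 was left out, and rose to 1787 without germline replicate 1.

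Genes of known cell type or repressed state were examined next, with adjusted p from limma. At vas (FBgn0283442, chromosome 2L, 15061656 to 15074311, + strand) the start site had less H3K4me3 IP than input in both tumour types, with log2 values of -1.04 ± 0.00 in germline and -0.91 ± 0.33 in cyst (SD, n = 2 each). The difference between tumour types had an adjusted p of 0.899. At nos (nanos, FBgn0002962, chromosome 3R, 19157238 to 19160202, + strand) H3K4me3 was 0.46 ± 0.01 in germline and 0.46 ± 0.14 in cyst (SD, n = 2 each). At zfh1 (FBgn0004606, chromosome 3R, 30765926 to 30789202, + strand) H3K4me3 at the start site was 0.96 ± 0.16 in germline and 0.17 ± 0.60 in cyst (SD, n = 2 each), with an adjusted p of 0.448 for the difference. The limma difference at the zfh1 start site, 0.70, was 1.10 without cyst replicate 1 and 0.30 without cyst replicate 2. Over the zfh1 gene body H3K4me3 was 0.10 ± 0.10 in germline and 0.38 ± 0.10 in cyst (SD, n = 2 each). That difference of -0.26 had the opposite sign and an adjusted p of 0.523. At the Ubx start site H3K4me3 was -0.01 ± 0.58 in germline and 0.63 ± 0.08 in cyst (SD, n = 2 each). The adjusted p was 0.519. The differences at tj, eya, Abd-B and upd1 were not past the threshold either.

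For H3K27me3, zfh1 showed no difference over the gene body, with 0.15 ± 0.21 in germline and 0.23 ± 0.10 in cyst (SD, n = 3 each). In its promoter window the replicates did not overlap, with 1.23 ± 0.61 in germline and -0.37 ± 0.76 in cyst (SD, n = 3 each). The adjusted p there was 0.967. By chance, 10% of genes show no overlap with 3 against 3 replicates. At tj (FBgn0000964, chromosome 2L, 19464267 to 19467758, + strand) the promoter window gave 0.94 ± 0.91 in germline and -0.46 ± 0.38 in cyst (SD, n = 3 each), with overlapping replicates. Ubx (FBgn0003944, chromosome 3R, 16656623 to 16734426, - strand) had 0.34 ± 0.31 in germline and 0.22 ± 0.08 in cyst over the gene body (SD, n = 3 each). Abd-B (FBgn0000015, chromosome 3R, 16927212 to 16972236, - strand) had 0.24 ± 0.32 and 0.14 ± 0.14. In neither tumour type was H3K27me3 at Ubx or Abd-B past the threshold over input. The Polycomb list had a median log2 IP/input of 0.23 in germline and 0.12 in cyst, against 0.14 and 0.08 over all genes tested. In promoter windows limma gave log2 values of 0.56 in germline and 0.82 in cyst for Ubx and of 0.35 and 0.67 for Abd-B, against medians of -0.07 and -0.21 over all promoters. None of these values for Ubx and Abd-B was past the threshold either, so a count of 0 for this mark does not show that the mark is absent. Such weak enrichment at Ubx, Abd-B and the Polycomb list also limits what a lack of differences between tumour types can show. The H3K27me3 differences at vas, nos, eya and upd1 and the H3K9me3 difference at upd1 were not past the threshold. For H3K9me3, lt (FBgn0002566, chromosome 2L, 22924795 to 22943135, + strand) had 0.07 ± 0.06 in germline and -0.04 ± 0.00 in cyst (SD, n = 2 each). rl (FBgn0003256, chromosome 2R, 1071462 to 1125927, + strand) had 0.16 ± 0.17 and -0.03 ± 0.08 (SD, n = 2 each). Such weak enrichment over lt and rl limits what a lack of H3K9me3 differences between tumour types can show. The rl promoter window passed the threshold with a difference of 1.02 and an adjusted p of 0.043. The replicates there were -0.12 and 0.91 in germline and -0.68 and -0.74 in cyst, and without germline replicate 2 no promoter window was called higher in germline.

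None of the 6 fixed gene lists differed between tumour types for H3K4me3, H3K27me3 or H3K9me3 by fry (adjusted over the lists). The smallest adjusted value was 0.200, for H3K9me3 at the spermatocyte list, whose median difference was -0.21. Camera with a preset correlation of 0.01 called no list either, with the smallest adjusted value 0.0989. Over all genes tested, 0 list genes differed. When adjusted over the list alone, H3K4me3 differed at 1 gene each of the Polycomb (en), spermatocyte (nht) and heterochromatin-embedded (Dbp80) lists, and H3K9me3 at 1 gene each of the germline (bgcn) and housekeeping (eEF1alpha1) lists. These genes were chosen after their values were seen. Median and mean differed in sign for H3K4me3 at the spermatocyte list (-0.01 and 0.09) and for H3K9me3 at the Polycomb list (-0.011 and 0.00079).

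Promoters with both H3K4me3 and H3K27me3 above input numbered 0 of 13665 in germline, where 0 had H3K27me3, and 5 in cyst, where 7 had H3K27me3 and independence of both calls gives 1.94. The genes in cyst were CG43707, CG13999, CG30398, HHEX and Or2a, chosen after their values were seen. The replicate block gave 10 in germline against 2.57 from independence, and 29 in cyst against 8.98. The cyst count was 0 without H3K27me3 cyst replicate 2 or 3, 1 without H3K27me3 cyst replicate 1, 9 without H3K27me3 germline replicate 3, 28 without germline replicate 2 and 92 without germline replicate 1. The germline count was 2 without H3K27me3 germline replicate 3. Promoter log2 IP/input rose with GC content for both marks, with Spearman correlations of 0.37 to 0.62 for H3K4me3 and 0.35 to 0.59 for H3K27me3. A shared dependence on GC content may therefore raise the counts above independence, and no GC-adjusted count was made. Bulk libraries also cannot show both marks on the same nucleosome.

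Input coverage of the X relative to chromosomes 2 and 3 was lower in germline, with a log2 ratio of -0.95 ± 0.02 (SD, n = 7), than in cyst, with -0.81 ± 0.05 (SD, n = 7). The difference of -0.14 had an exact permutation p of 0.000583, the smallest possible, and the 7 germline inputs lay below all 7 cyst inputs. Within flow cells that hold both tumour types it was -0.18 for the H3K9me3 inputs and -0.09 for the H3K27me3 inputs. Permuting within those flow cells gave -0.13 and an exact p of 0.0167.

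The enrichment of X-linked over autosomal genes, as median log2 IP/input, was compared next. For H3K4me3 it was 0.10 ± 0.01 in germline and 0.19 ± 0.06 in cyst (SD, n = 2 each; exact permutation p = 0.333). A pseudocount of 5 counts changed the sign of the difference, from -0.09 to 0.02, and leaving out cyst replicate 1 gave -0.04. For H3K27me3 it was -0.05 ± 0.10 in germline and 0.18 ± 0.05 in cyst (SD, n = 3 each; exact permutation p = 0.1), and the replicates did not overlap. With a pseudocount of 5 counts the difference went from -0.23 to -0.18 and the replicates overlapped (exact permutation p = 0.2). Within 1 flow cell, without germline replicate 3, it was -0.22. For H3K9me3 it was 0.07 ± 0.03 in germline and 0.07 ± 0.02 in cyst (SD, n = 2 each; exact permutation p = 1.0). None of the 3 exact permutation tests can reach 0.05 with so few replicates, since their smallest possible p is 0.333, 0.1 and 0.333.

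**Figure D2:**
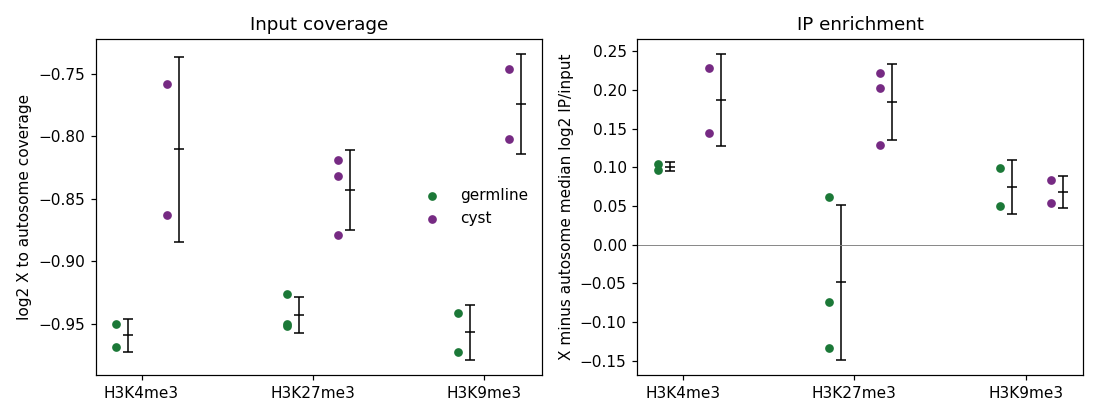
Left, log2 X to autosome coverage of each input; right, X minus autosome median log2 IP/input of each replicate, both by mark, with green points for germline, purple points for cyst, and black bars for the mean and SD. All germline inputs lie below all cyst inputs, and the H3K27me3 enrichment of the X is lower in the 3 germline replicates than in the 3 cyst replicates.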

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

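The tests of the rDNA and of lt, and the reading of the flow cell test, were chosen after the results they measure were seen. The GC and gene body tests of the X were chosen after its difference was seen but before their own results, and the permutations of tumour type, also within flow cells, were planned. The gene body test within flow cells and without the inputs of 1 mark was added after its result over all inputs was seen.

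Input coverage of the X differed between tumour types by -0.14 on the log2 scale. Matching autosomal bins to the X on GC content left -0.14, against a spread of 0.04 between inputs, which argues against GC content as the cause. Within flow cells that hold both tumour types the difference was -0.13 (exact permutation p = 0.0167), which argues against the flow cell. The difference was larger over gene bodies (-0.14) than between genes (-0.09), a change of -0.0517 (exact permutation p = 0.00466). Within flow cells the change was -0.0646 (exact permutation p = 0.0333). It came mostly from the H3K9me3 inputs, and without them it was -0.0257 (exact permutation p = 0.0476). A candidate explanation for part of the difference is that chromatin of the X is more accessible to MNase over genes in cyst than in germline tumours, as a hypothesis from the same data. Since it is also seen between genes, accessibility of genes does not account for all of it. DNA content, replication state and cell mixture were not tested and stay open.

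Fragments on rDNA numbered 670 to 2617 per H3K4me3 library and 1196 to 3762 per H3K9me3 library. The read filters are not given, so the share of rDNA reads that was kept is unknown. The rDNA, which no comparison of the report uses, held less H3K4me3 IP than input in both cyst replicates. In germline the log2 values were 0.01 in replicate 1 and 0.34 in replicate 2, so the mean of 0.17 rests on replicate 2. The difference between tumour types was 0.63. It had an exact permutation p of 0.333, the smallest possible. It was 9.57 Poisson standard errors, which argues against counting error. The flow cell cannot be told apart from tumour type for this mark, since each type has its own (p of 0.333), and tumour type stays open.

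H3K9me3 IP exceeded input at the rDNA in all replicates, with a mean log2 of 0.43 in germline and 0.43 in cyst. The smallest replicate was 8.46 Poisson standard errors above 0, which argues against counting error. The difference between tumour types was within the spread of replicates. H3K9me3 IP over input was lower in the following regions, relative to chromosomes 2 and 3. The mean log2 on chromosome 4 was -0.07 in germline and -0.17 in cyst. On the Y it was 0.36 in both. The arm ends of chromosomes 2 and 3 nearest the centromere gave 0.17 and 0.11. Genes of the heterochromatin-embedded list had median log2 values of 0.13 and -0.02. No biological explanation was tested.

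At lt, H3K9me3 over the gene body was above input in both germline replicates and below it in both cyst replicates, a difference of 0.11. Variation between replicates may produce such a pattern, since the adjusted p of the difference in limma was 0.778. The limma difference was 0.09 in the main fit and -0.08 with a GC spline removed. Its sign thus depended on the adjustment for GC content.

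The 7 inputs of each tumour type were tested for a sample far from the others in coverage of the X, chromosome 4, the Y, the rDNA and the scaffolds, and none of these 10 tests found one.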

How the results depend on the processing

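The edgeR, total fragments, pseudocount 0.5, GC-adjusted, GC-matched and crossed alternatives and the start-site windows were chosen after seeing the data. TMM over the 10% of genes highest in IP was planned for differences between tumour types and added after seeing the data for IP over input. The cause of the changes below was not tested, except where fewer libraries or a stricter threshold explains a lower count. TMM over the genes highest in IP also removes, by construction, any enrichment those genes share.

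For H3K4me3 IP above input in germline and cyst, TMM gave 1422 and 1670, DESeq2 880 and 1497, and 2-fold 683 and 1288. In germline, pseudocount 0.5 gave 1595 and GC-adjusted 1871. Leaving out replicates gave 607 to 2859 in germline and 1368 to 3711 in cyst. Scaling also moved the balance of calls above and below input, from 2843 and 618 to 1422 and 1402 in germline and from 3787 and 490 to 1670 and 1788 in cyst under TMM. TMM over the genes highest in IP gave 122 and 6288 in germline and 118 and 7040 in cyst. The median log2 difference over genes moved from 0.21 to -0.56 in germline and from 0.26 to -0.62 in cyst under it, so calls above input are relative to the autosomal median. DESeq2 left 1497 above and 723 below input in cyst, and 880 and 440 in germline. Below input in germline and cyst, the gene body gave 183 and 93, pseudocount 0.5 gave 241 and 158, GC-adjusted 64 and 193, and GC-adjusted with replicate block 93 and 202. edgeR gave 829 below input in cyst. Leaving out replicates gave 108 to 595 below input in germline and 200 to 489 in cyst.

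For genes more enriched in germline and in cyst for H3K4me3, the replicate block gave 2 and 12, and GC-adjusted with replicate block gave 2 and 6. Leaving out replicates gave 0 to 11 higher in cyst.

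For H3K27me3 IP above input in cyst, TMM gave 228, TMM over the genes highest in IP 13, total fragments 112, DESeq2 333, edgeR 502, pseudocount 0.5 gave 19 and GC-adjusted 3. The replicate block, alone or GC-adjusted, gave 0, and leaving out replicates gave 0 to 989. DESeq2 gave 1 in germline. TMM left 228 above and 36 below input in cyst, against 7 and 0. Below input in cyst, DESeq2 gave 188, the promoter window 114, edgeR 75, total fragments 3, and leaving out replicates 0 to 158. DESeq2 gave 19 below input in germline. The replicate block raised the genes with an unadjusted p under 0.05 for the difference from 427 to 708.

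For H3K9me3 IP above input in germline and cyst, TMM gave 32 and 106, DESeq2 45 and 150, edgeR 21 and 130, pseudocount 0.5 gave 0 and 2, 2-fold 0 and 1, and GC-adjusted 5 and 23. The promoter window gave 21 and TMM over the genes highest in IP 5 in germline. The replicate block gave 0 in germline, and GC-adjusted with replicate block 0 and 14. Leaving out replicates gave 0 to 11 in germline and 0 to 50 in cyst, and below input 0 to 238 and 0 to 553. Calls above and below input went from 9 and 256 to 32 and 61 in germline under TMM and from 53 and 569 to 106 and 368 in cyst. Below input in germline and cyst, the promoter window gave 908 and 3652, pseudocount 0.5 gave 21 and 206, DESeq2 83 and 370, and GC-adjusted with replicate block 0 and 290. edgeR gave 607 and TMM over the genes highest in IP 395 below input in germline. For genes more enriched in germline and in cyst, DESeq2 gave 48 and 8, edgeR 80 and 328, and the promoter window 298 and 1. The correlation of -0.14 between paired germline deviations led to a crossed replicate block, which gave 8 and 52 above input and 0 between tumour types.

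For bivalent promoters, the replicate block gave 10 in germline and 29 in cyst, with promoters called for H3K27me3 rising from 0 to 12 and from 7 to 32, TMM 15 in cyst and 2-fold 2 in cyst. Leaving out replicates gave 0 to 2 in germline and 0 to 92 in cyst. Among the gene lists, GC-adjusted called 1 for H3K9me3, the spermatocyte list (adjusted fry value 0.047). GC-adjusted with replicate block called 0 for this mark, with an adjusted fry value of 0.217 for the spermatocyte list. The X minus autosome difference moved to 0.024 for H3K4me3 with a pseudocount of 5 counts and to 0.049 for H3K9me3 with summed counts. For H3K9me3 it was -0.02 without germline replicate 2 and -0.01 without cyst replicate 1, against 0.01. The input coverage of the X kept its sign and stayed past the threshold in every alternative, from -0.15 to -0.13 with a library left out. The replicate block also moved H3K9me3 below input in germline from 256 to 0. Added to the main fit, the replicate block changed the call of no list.

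Among named genes, only rl for H3K9me3 changed its side of the threshold, with 1.02 in the promoter window. Of 301 alternative values of named genes, 45 had another sign than the main value, all of them not past the threshold. Leaving out a replicate of H3K4me3 or H3K9me3 leaves 1 library in an arm, which is assumed to vary like the others. Depth may limit the H3K27me3 values, with 942943 fragments in the IP of germline replicate 1, but it was not tested. Without that replicate, gene bodies above input stayed at 0 in germline and rose from 7 to 989 in cyst. The count between tumour types also stayed at 0.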

Other observations

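The tests of GC content for H3K4me3, of a wrong label and of the nanos 3' UTR were chosen after the results they measure were seen. The tests of chromosome 4 and of H3K9me3 germline replicate 2 were chosen after their patterns were seen but before their own results.

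Across genes, log2 IP/input rose with GC content in every H3K4me3 and H3K27me3 replicate. The Spearman correlation, over genes that are not replicates, reached 0.80 for H3K4me3 over gene bodies in germline replicate 1. At start sites, where H3K4me3 was tested, it was 0.62 and 0.51 in germline and 0.37 and 0.44 in cyst replicates. H3K9me3 over gene bodies gave 0.01 and -0.05 in germline and 0.38 and 0.31 in cyst replicates. GC content may therefore account for part of the H3K4me3 calls. With a GC spline removed, 49.2% of the germline calls were called again, and 53.7% with the replicate block as well. These lie on both sides of the 50% line, so GC content as the main cause stays open in germline. Of the cyst calls 78.2% and 78.9% were called again, which argues against GC content as the main cause there. The limit was set after the values were seen.

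Input coverage of chromosome 4, whose GC content is 35.2% against 42.2% on chromosomes 2 and 3, spanned 1.00 on the log2 scale over the 14 inputs. Matching on GC content reduced the range to 41.8% of that, so a GC-dependent recovery of fragments, possibly from the extent of MNase digestion, is a candidate explanation for most of it. After matching, germline inputs (0.40) still lay below cyst inputs (0.59), a difference of -0.19 (exact permutation p = 0.00583), against -0.27 before (exact permutation p = 0.0594). Within flow cells it was -0.14 (exact permutation p = 0.0833). This comparison was chosen after the values were seen, and its cause stays open.

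The H3K27me3 profile of germline replicate 2 in promoter windows correlated at 0.67 with cyst replicate 1 and at 0.15 with germline replicate 3. A wrong label was tested by the input coverage of the X, which was -0.93 for this replicate, below the lowest cyst input of this mark at -0.88. Its IP gave -1.03, below the lowest cyst IP at -0.74. Both argue against a wrong label. Germline replicate 1 also correlated more with cyst replicate 2 (0.50) than with a germline replicate (0.38 and 0.25), and the X coverage of its input (-0.95) and IP (-0.95) lay below all cyst values too. The flow cell of germline replicate 3 differs. A shared dependence on GC content was not tested as a cause.

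The 298 promoter windows with more H3K9me3 in germline could come from germline replicate 2, the replicate that agreed least with the others. Without it 0.0% were called, the outcome written beforehand for this cause, and the test was first read that way. That reading was withdrawn after the result was seen, since 0 were also called without cyst replicate 1 or 2. Without germline replicate 1, which leaves as many libraries, 1787 were called, 294 of the 298 among them. This points towards germline replicate 2 rather than fewer libraries alone, but the loss without a cyst replicate leaves the cause open.

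The germline driver carries a nanos UTR, per the labels, so an extra copy might raise input over the nanos 3' UTR (chromosome 3R, 19159323 to 19160202). The log2 germline to cyst input ratio was -0.15, at the 53.6th percentile of 2000 windows matched on GC content, whose central 95% spanned -0.56 to 0.24. The ratio thus lay inside the matched windows, the outcome written for no detectable extra copy. It was left open after the result was seen, because the labels do not say how much of the UTR the transgene holds.

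For H3K27me3, chance cannot be excluded by splits of the samples, since only 10 exist per comparison. Between tumour types, and for IP and input of germline, the real count was 0, so all 10 of 10 and 10 of 10 splits give as many and the test says nothing. For cyst only the real split itself, 1 of 10, gave as many genes, the smallest share that 10 splits allow.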
